A study of Mus musculus with 28 samples.

How the data were processed

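RNA sequencing was carried out on O9-1 cells, a mouse line derived from the cranial neural crest, the embryonic cell population that gives rise to much of the skull and face. The 28 libraries form 8 groups, with 4 libraries in each of the 4 groups kept at 21% O2 (normoxic) and 3 libraries in each of the 4 groups kept at 0.5% O2 (hypoxic). At each oxygen level the cells were either proliferating or placed in chondrocyte, osteoblast or smooth muscle conditions. Per the labels, chondrocyte cultures spent 3 days in osteogenic medium and 7 days as micromasses in chondrogenic medium, osteoblast cultures spent 10 days in osteogenic medium, and smooth muscle cultures spent 3 days in their medium. RNA was purified with a column kit and a stranded kit was used for the libraries, and the molecule measured was polyadenylated RNA, per the labels.

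The deposited count table holds a whole-number read count for each of 54429 Ensembl gene identifiers in each library. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not stated by the authors, so no coordinates are given, and genes that share sequence with a near-identical copy are marked as uncertain. A further 10 deposited tables, each for a pair of groups, hold a log2 fold change and a p-value for each gene, per the file headers. Whether the authors adjusted those p-values for multiple testing is not stated in the headers, and the values were used only for comparison. The same tables repeat normalised values of single libraries in 70 columns, which were not used here. Gene symbols were taken from the tables, which give none for 99 identifiers. Of the 54330 identifiers with a symbol, 54314 (99.8%) matched the reference table of gene names.

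The columns of all 11 files are separated by semicolons, and the comparison tables use decimal commas. The format check that had to be passed before a count-based test was used could not read this layout, so it verified the unit of none of the columns. A separate reading with the right separator found whole numbers of 0 or more in all 28 count columns. For this reason the edgeR quasi-likelihood test that had been chosen as the main test, and the DESeq2 Wald test that had been chosen as an alternative, were not used. The voom method of limma took the place of the former.

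Counts were scaled with the trimmed mean of M values (TMM, trimming 30% of log ratios and 5% of mean levels), and CPM below denotes counts per 1e+06 scaled counts. Genes were kept for a test when they reached the CPM equivalent of 10 counts in a library of median size in at least as many libraries as the smallest group of the fit held, and had a total of at least 15 counts. Each of the 10 pairwise comparisons was fitted to the libraries of its own pair of groups with limma-voom (limma 3.58.1 under R 4.3.3, robust empirical Bayes moderation with statmod 1.5.0, two-sided). The comparisons were each differentiated group with the proliferating group at the same oxygen level (6 comparisons) and each hypoxic group with its normoxic counterpart (4 comparisons). For each lineage, 1 interaction term, the hypoxic change from the proliferating state minus the normoxic change, was fitted to the 4 groups concerned. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. A second count required in addition a log2 fold change of at least 1 in size. Replicate numbers were not used as pairs, because the residuals of libraries with the same number correlated between -0.148 and 0.180 across genes, and in 0 of the 10 comparisons did all pairs exceed 0.1.

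The comparisons, the named genes and the gene lists were fixed before the data were examined. Named genes were, in each pairwise comparison, the 2 called genes with the largest rise and the 2 with the largest fall, and in each interaction the 1 largest each way. They had to have a mean of at least 10 counts in every group of the fit and, in pairwise comparisons, no overlap in CPM between the libraries of both groups. Predicted genes, genes without a symbol and mitochondrial genes were passed over. Markers of each lineage, of the neural crest, of the hypoxia response and of the cell cycle were named in addition. Lists for 6 processes, of chondrocyte (22 genes), osteoblast (22 genes), smooth muscle (20 genes), neural crest (20 genes), hypoxia response (30 genes) and cell cycle (32 genes) genes, were tested with fry, the rotation test of limma, in 36 tests with Benjamini-Hochberg adjustment over the 36. For each list the number of genes called over all tested genes is given, with the number adjusted over the list alone where it differs.

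The share of the normoxic change retained under hypoxia was the least-squares slope through 0 of the hypoxic log2 fold change on the normoxic one. It covered genes called in the normoxic comparison with a log2 fold change of at least 1 in size and tested in the hypoxic one. The same slope was computed for each hypoxic differentiated library against the mean of the hypoxic proliferating libraries. Principal components were computed from log2 CPM (prior count 1) of the 500 genes with the highest variance. Folds against a group with at most 3 counts were computed against a floor of 3 counts. They are lower bounds where the group had no counts and are otherwise given with the lower end of their counting interval. The floor of 3 counts corresponded to between 0.0464 and 0.151 CPM in single libraries. Intervals and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

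Alternatives were median-of-ratios scaling, scaling by library size alone, no expression filter, a filter of at least 10 counts in every library, a fit to all 8 groups at once, replicate number as a block, each library left out in turn, and camera with a preset correlation of 0.01 for the lists. The retained share was also computed at a log2 fold change of at least 2, with genes selected on replicates 1 and 2 and measured on replicates 3 and 4, and with genes selected on the hypoxic comparison. Principal components were also computed with all genes kept by the filter and with a prior count of 5. After the data had been seen, limma-trend, sample quality weights, the p-values of the authors' tables and fits with replicates 1 to 3 alone were added. Copies of Gapdh were found with blastn 2.17.0 in reference transcripts at 90% identity or more over 500 bases or more, and results and figures were made with the packages data.table (1.17.8), pandas (2.3.3) and matplotlib (3.10.9).

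The procedure was tested on simulated data in which 200 genes were changed by 1.5 on the log2 scale. Of these, 93.5% were recovered with the means and depths of hypoxic and normoxic chondrocyte cultures (14145 genes tested), 92.5% with those of normoxic osteoblast and proliferating cultures (14417 genes), 97.0% with those of hypoxic osteoblast and proliferating cultures (14252 genes) and 84.0% for the osteoblast interaction (15213 genes). Calls among unchanged genes numbered 12, 12, 9 and 10 in the same order. With a simulated retained share of 0.6 in the chondrocyte design, the slope was 0.593.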

Results

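Gene expression was measured by RNA sequencing in O9-1 mouse cranial neural crest cells that were proliferating or had been placed in chondrocyte, osteoblast or smooth muscle conditions at 21% O2 (normoxic, n = 4 libraries per group) or 0.5% O2 (hypoxic, n = 3 libraries per group). Of 54429 genes in the count table, 28192 had at least 1 count in at least 1 of the 28 libraries. Library totals, in units of 1e+06 counts and written here as M, lay between 19.87 M and 64.69 M with a median of 26.8 M. They ranged from 23.9 M to 64.69 M in normoxic proliferating, from 26 M to 32.38 M in normoxic chondrocyte, from 23.36 M to 27.75 M in normoxic osteoblast and from 25.61 M to 28.92 M in normoxic smooth muscle cultures. In the hypoxic groups the ranges were 23.89 M to 26.68 M in proliferating, 27.81 M to 34.44 M in chondrocyte, 25.97 M to 29.68 M in osteoblast and 19.87 M to 25.03 M in smooth muscle cultures. Levels below are means of scaled counts (CPM) ± SD over the 4 normoxic or 3 hypoxic libraries of a group. Changes are log2 fold changes with their standard error (SE).

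The hypoxic smooth muscle libraries differed from the other 25 in their composition. The mitochondrial ribosomal RNA genes mt-Rnr1 and mt-Rnr2 together took 12.4% ± 0.849 (SD, n = 3) of their counts, with single libraries between 11.6% and 13.3%. The share was 0.0692% ± 0.00640 (SD, n = 4) in normoxic smooth muscle cultures, and the highest single library outside the hypoxic smooth muscle group reached 0.0889%. The 10 most abundant genes took 27.7% ± 0.738 (SD, n = 3) of the counts, against 6.70% ± 0.259 (SD, n = 4) in normoxic smooth muscle cultures. Between 16789 and 17853 genes had at least 1 count per hypoxic smooth muscle library, against 18806 to 19261 per normoxic one. The mean TMM factor of the hypoxic smooth muscle libraries was 0.533, the lowest of the 8 groups.

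**Figure D1:**
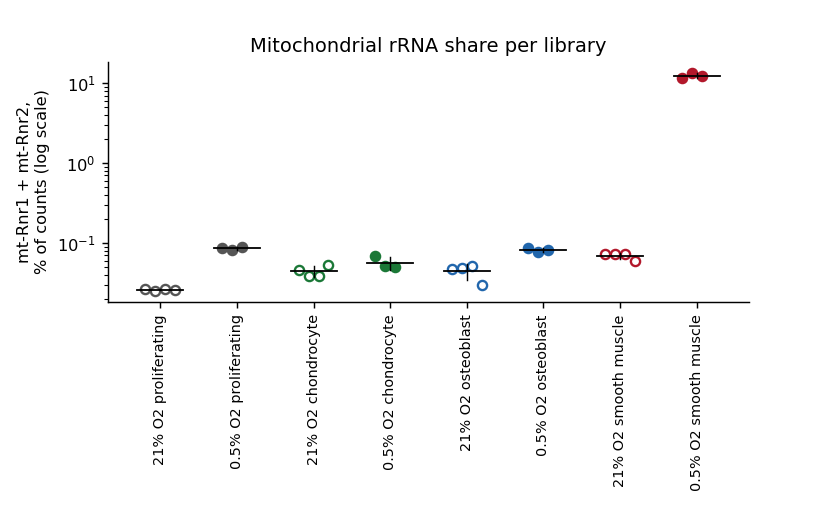
Share of counts on mt-Rnr1 and mt-Rnr2 (%, log axis) in each of the 28 libraries by group, with open symbols for 21% O2, filled symbols for 0.5% O2, and bars and lines for mean and SD. The 3 hypoxic smooth muscle libraries lie between 11.6% and 13.3%, and all others lie at or below 0.0889%.

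Principal components of the 500 most variable genes described how the libraries fell into groups. The components explained 64.1% (PC1), 17.0% (PC2) and 5.72% (PC3) of the variance. All 28 of the 28 libraries lay nearest to the mean of their own group. Using all 16540 genes kept by the filter moved the share of PC1 most, to 39.8%, and 28 of 28 libraries again lay nearest to their own group. On PC1 the mean scores were -81.1 for normoxic and -74.8 for hypoxic proliferating cultures, and between 49.0 and 64.0 for the 4 chondrocyte and osteoblast groups. Normoxic smooth muscle cultures had mean scores of 2.32 on PC1 and 45.4 on PC2. The hypoxic smooth muscle group, at -71.5 on PC1 and -8.46 on PC2, lay beside the proliferating groups on these components.

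**Figure D2:**
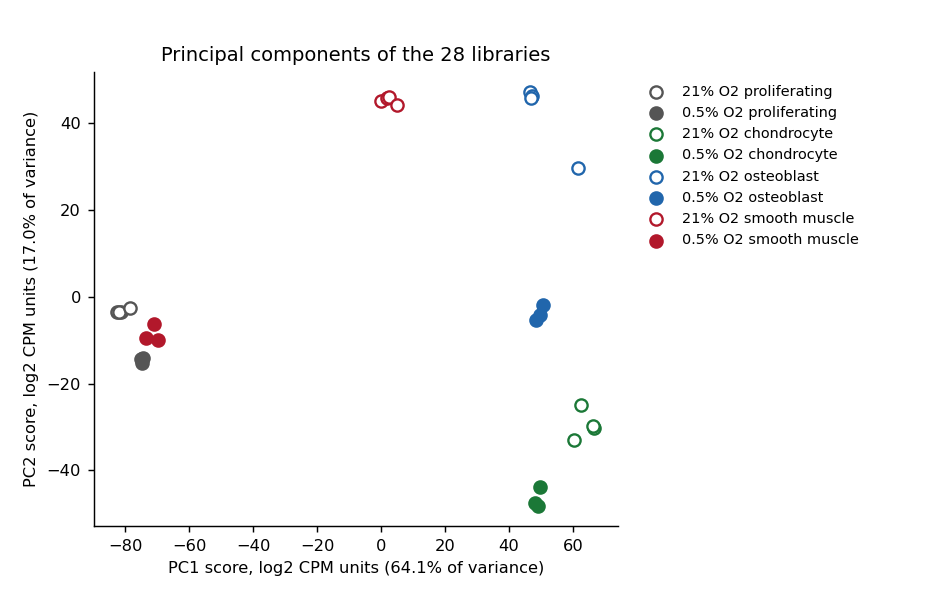
Scores of the 28 libraries on PC1 (64.1% of variance) and PC2 (17.0%), in log2 CPM units, with open symbols for 21% O2 and filled symbols for 0.5% O2. Hypoxic smooth muscle libraries lie beside the proliferating libraries, and 1 normoxic osteoblast library, replicate 4, lies apart from the other 3.

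The differentiation of these cells at both oxygen levels was the stated subject of the design, so each differentiated group was first compared with the proliferating group at its own oxygen level. At 21% O2, 10858 of 14360 genes tested were called in chondrocyte cultures by limma-voom (5445 higher, 5413 lower), 11432 of 14434 in osteoblast cultures (5911 higher, 5521 lower) and 11759 of 14582 in smooth muscle cultures (6020 higher, 5739 lower). The filter of at least 10 counts in every library moved the chondrocyte count most, to 9394 genes. With a log2 fold change of at least 1 in size as a further condition, 5117, 6425 and 5804 genes remained in the same order. At 0.5% O2, 10032 of 14347 genes were called in chondrocyte cultures (5005 higher, 5027 lower), 10305 of 14338 in osteoblast cultures (5203 higher, 5102 lower) and 10141 of 14080 in smooth muscle cultures (4815 higher, 5326 lower). Of these, 4593, 4967 and 5998 genes had a log2 fold change of at least 1 in size. Directions are relative to TMM scaling. Scaled by library size alone, the median log2 fold change of hypoxic smooth muscle cultures against proliferating ones moved to -1.38, and 14.9% instead of 47.5% of the called genes were higher.

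**Figure D3:**
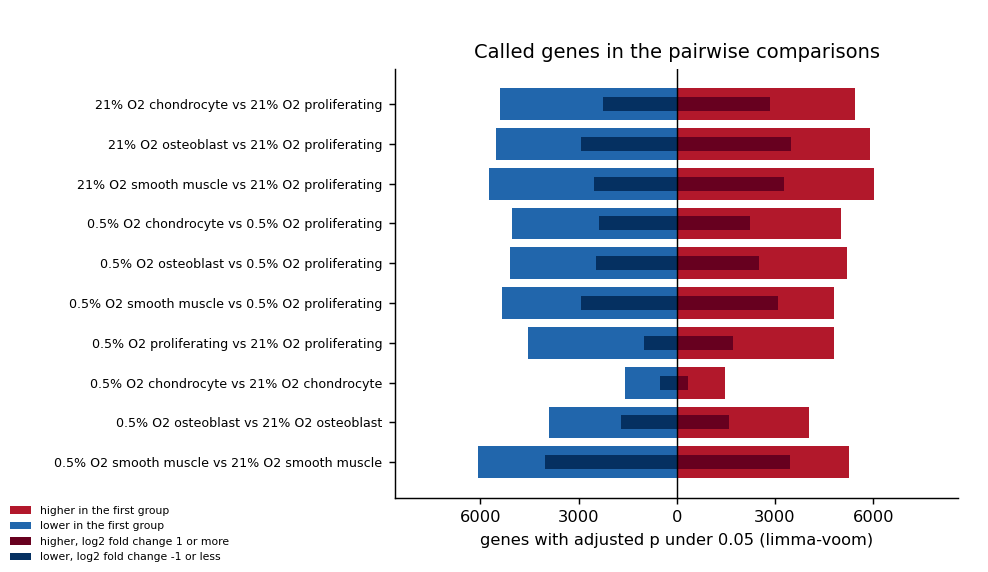
Number of genes called by limma-voom (adjusted p under 0.05) in the 10 pairwise comparisons, higher to the right and lower to the left, with darker inner bars for a log2 fold change of at least 1 in size. The fewest calls, 3070, were between hypoxic and normoxic chondrocyte cultures. Directions depend on TMM scaling, most in comparisons with hypoxic smooth muscle cultures (46.3% higher against normoxic smooth muscle, 15.6% with library size alone).

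In normoxic chondrocyte cultures, Col11a1 (ENSMUSG00000027966) rose by 11.11 (SE 0.31, limma-voom adjusted p = 2.81e-10), from 3.17 ± 2.33 CPM in proliferating cells to 5393 ± 726 CPM. Scaling by library size alone moved this value most, to 10.76. Kctd12 (ENSMUSG00000098557) rose by 10.33 (SE 0.24, limma-voom adjusted p = 2.69e-12). The largest falls were those of Crabp1 (ENSMUSG00000032291), -11.32 (SE 0.24, limma-voom adjusted p = 1.31e-12), and Dkk2 (ENSMUSG00000028031), -8.97 (SE 0.22, limma-voom adjusted p = 4.36e-12). Acan (ENSMUSG00000030607) rose by 6.55 (SE 0.20, limma-voom adjusted p = 2.44e-09) to 1958 ± 522 CPM, and Sox9 (ENSMUSG00000000567) by 0.82 (SE 0.16, limma-voom adjusted p = 0.00106). Col2a1 (ENSMUSG00000022483) reached 3490.4 ± 2312 CPM, against 2 counts in all 4 proliferating libraries. The ratio of about 203000 had a lower counting limit of 84100, and the limma-voom adjusted p = 0.0134 rose to 0.0699 without chondrocyte replicate 4 and to 0.0741 without proliferating replicate 4, within a range of 0.00495 to 0.0741 over the fits that each left out 1 library. The call was also lost without a filter and with replicates 1 to 3 alone, where the limma-voom adjusted p of 0.189 and 0.218 was the highest of all alternatives. The chondrocyte list had a median change of 9.31 (fry adjusted p = 4.2e-05), or 8.97 with 2 genes set to their bounds, and of 17 genes tested, 17 higher over all genes, and as many adjusted over the list alone. Leaving out chondrocyte replicate 1 moved this median most, to 9.65. The neural crest list had a median of 0.43 (fry adjusted p = 1.41e-06), with 9 of 15 tested genes called higher and 3 lower. The cell cycle list had a median of -1.81 (fry adjusted p = 4.97e-05), with 32 of 32 tested genes called lower. Of the neural crest markers, Twist1 (ENSMUSG00000035799) changed by -0.65 (SE 0.11, limma-voom adjusted p = 0.000261) and Tfap2a (ENSMUSG00000021359) by 0.18 (SE 0.09, limma-voom adjusted p = 0.0803). Sox10 (ENSMUSG00000033006) had 1 count in the 28 libraries, in normoxic smooth muscle, and no change could be given for it at this depth.

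In normoxic osteoblast cultures, Kctd12 rose by 11.71 (SE 0.40, limma-voom adjusted p = 4.97e-09) and Aspn (ENSMUSG00000021388) by 10.85 (SE 0.20, limma-voom adjusted p = 2.34e-10). Il1rl1 (ENSMUSG00000026069) fell by 9.78 (SE 0.32, limma-voom adjusted p = 3.83e-09) and Fosl1 (ENSMUSG00000024912) fell by 8.60 (SE 0.38, limma-voom adjusted p = 2.24e-08). Col1a1 (ENSMUSG00000001506) rose by 2.19 (SE 0.15, limma-voom adjusted p = 5.83e-07), whereas Runx2 (ENSMUSG00000039153) did not differ (0.04, SE 0.08, limma-voom adjusted p = 0.65). Ibsp (ENSMUSG00000029306) had 0 counts in the proliferating libraries and was at least 70.5-fold higher in osteoblast cultures (limma-voom adjusted p = 0.000212). Osteoblast replicate 4 stood apart for several markers. Ibsp was at 3.25 CPM in replicate 4 and between 0.389 and 0.480 CPM in replicates 1 to 3, and without replicate 4 it was at least 25.4-fold higher. Sp7 (ENSMUSG00000060284) was at 46.03 CPM in replicate 4 and between 0.679 and 1.37 CPM in replicates 1 to 3, and its change of 4.23 was not called (SE 2.04, limma-voom adjusted p = 0.0824). Without replicate 4 the Sp7 change was 2.75 (limma-voom adjusted p = 3.08e-05), and over the 8 fits that each left out 1 library the adjusted p lay between 3.08e-05 and 0.17. Alpl (ENSMUSG00000028766) was at 40.6 CPM in replicate 4 and between 1.41 and 2.56 CPM in replicates 1 to 3, with a change of 7.58 (SE 2.52, limma-voom adjusted p = 0.0193). This adjusted p from limma-voom rose above 0.05 in 3 of the 8 fits that each left out 1 library, to 0.0564, 0.0697 and 0.0768 without proliferating replicates 1, 2 and 4. The osteoblast list had a median change of 2.55 (fry adjusted p = 1.85e-05), with 10 of 16 tested genes called higher and 4 lower. The neural crest list was not called (median 1.60, fry adjusted p = 0.0522), with 11 of 15 tested genes called higher and 3 lower. Across the cell cycle list the median was -5.07 (fry adjusted p = 6.02e-07), and of 32 genes tested, 32 lower over all genes, and as many adjusted over the list alone, with Top2a at -4.82 and Mki67 at -5.20.

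In normoxic smooth muscle cultures, Apod (ENSMUSG00000022548) rose by 9.12 (SE 0.33, limma-voom adjusted p = 1.83e-13) and Aspn by 8.92 (SE 0.19, limma-voom adjusted p = 5.67e-16). Areg (ENSMUSG00000029378) fell by 6.61 (SE 0.56, limma-voom adjusted p = 9.8e-07) and Slc7a11 (ENSMUSG00000027737) fell by 5.52 (SE 0.87, limma-voom adjusted p = 0.000564). Acta2 (ENSMUSG00000035783) rose by 6.33 (SE 0.06, limma-voom adjusted p = 5.96e-20), from 40.5 ± 1.85 CPM to 3338 ± 209 CPM. The changes of the other markers were 5.09 for Tagln (ENSMUSG00000032085), 6.71 for Cnn1 (ENSMUSG00000001349) and 5.51 for Myh11 (ENSMUSG00000018830), and all libraries of both groups were separated in CPM for the 4 markers. The smooth muscle list had a median change of 4.80 (fry adjusted p = 2.27e-09), with 18 of 18 tested genes called higher. For the neural crest list the median was 1.26 (fry adjusted p = 0.0039), with 9 of 15 tested genes called higher and 5 lower. For the cell cycle list it was -2.35 (fry adjusted p = 2.26e-07), with 32 of 32 tested genes called lower. Tfap2a rose by 2.04 (SE 0.07, limma-voom adjusted p = 1.94e-13), and Twist1 was not called (-0.02, SE 0.09, limma-voom adjusted p = 0.827).

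The lists of the other lineages were not among the 36 tests with fry, and their medians and counts of genes called by limma-voom are given after the data had been seen. In normoxic osteoblast cultures the chondrocyte list had a median change of 7.53 (12 of 14 genes tested called higher) and the smooth muscle list of 5.07 (19 of 19), both above the 2.55 of the osteoblast list. In normoxic chondrocyte cultures the osteoblast list had a median change of 4.30 (14 of 18 called higher, 1 lower) and the smooth muscle list of 2.10 (14 of 16 higher). In normoxic smooth muscle cultures the chondrocyte list, at 5.25 (11 of 14 higher), was above the 4.80 of the smooth muscle list, and the osteoblast list was at 0.71 (9 of 13 higher, 3 lower). Ibsp was at 1169 ± 545 CPM in normoxic chondrocyte and 1.15 ± 1.40 CPM in normoxic osteoblast cultures. At 0.5% O2, the osteoblast list was at 3.30 (14 of 17 higher, 2 lower) and the smooth muscle list at 1.298 (12 of 17 higher, 1 lower) in chondrocyte cultures. In hypoxic osteoblast cultures the chondrocyte list was at 7.17, or 6.62 with 3 genes at their bound (14 of 14 higher), and the smooth muscle list at 3.51 (19 of 19 higher), beside 3.45 for the osteoblast list. In hypoxic smooth muscle cultures the chondrocyte list was at -1.97 (4 of 6 lower) and the osteoblast list at -1.09 (8 of 12 lower, 2 higher).

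**Figure D4:**
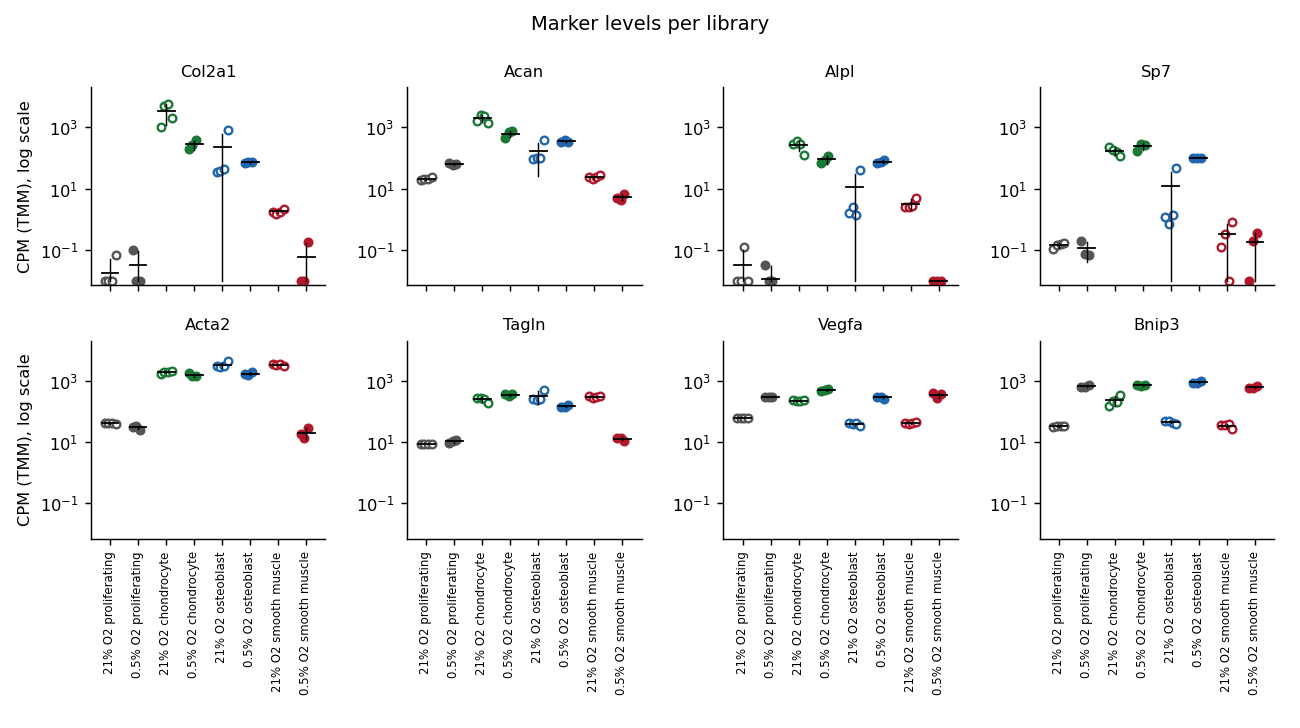
CPM (log axis, values at or below 0.01 drawn at 0.01) of 8 markers in each library by group, with open symbols for 21% O2, filled symbols for 0.5% O2, and bars and lines for mean and SD. Acta2 averaged 3338 CPM in normoxic and 20.3 CPM in hypoxic smooth muscle cultures, and Sp7 and Alpl in normoxic osteoblast cultures were highest in replicate 4.

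At 0.5% O2, chondrocyte cultures showed their largest rises against hypoxic proliferating cells in Tnn (ENSMUSG00000026725), 11.20 (SE 0.29, limma-voom adjusted p = 1.45e-10), and Col11a1, 10.67 (SE 0.16, limma-voom adjusted p = 1.79e-14). The largest falls were those of Crabp1, -12.82 (SE 0.38, limma-voom adjusted p = 4.57e-12), and Dkk2, -8.95 (SE 0.19, limma-voom adjusted p = 2.67e-13). Acan rose by 3.28 (SE 0.22, limma-voom adjusted p = 4.5e-05), and Sox9 was not called (0.08, limma-voom adjusted p = 0.547). Col2a1 reached 275 ± 91.8 CPM, against 3 counts in the 3 proliferating libraries, a ratio of about 7990 with a lower counting limit of 2730. Its limma-voom adjusted p = 0.0117 rose to 0.0508 and 0.0673 without proliferating replicates 2 and 3, within 1.59e-05 to 0.0673 over the 6 fits that each left out 1 library. The chondrocyte list had a median of 6.59 (fry adjusted p = 2.01e-05), or 6.53 with 1 gene set to its bound, and of 12 genes tested, 11 higher over all genes, and as many adjusted over the list alone. Across the neural crest list the median was 0.65 (fry adjusted p = 0.000784), and of 15 genes tested, 10 higher and 2 lower over all genes and 10 higher and 3 lower adjusted over the list alone. The cell cycle list had a median of -1.94 (fry adjusted p = 9.63e-06), and of 32 genes tested, 2 higher and 30 lower over all genes, and as many adjusted over the list alone.

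In hypoxic osteoblast cultures, Gpx3 (ENSMUSG00000018339) rose by 11.89 (SE 0.50, limma-voom adjusted p = 3.81e-11) and Tnn by 10.67 (SE 0.19, limma-voom adjusted p = 4.76e-15), while Dkk2 fell by 8.94 (SE 0.18, limma-voom adjusted p = 1.47e-14) and Crabp1 fell by 8.30 (SE 0.11, limma-voom adjusted p = 1e-16). The markers Runx2, Sp7 and Col1a1 rose by 1.59, 9.67 and 1.98. Ibsp, with 0 counts in hypoxic proliferating cells, was at least 2030-fold higher. Alpl, with 1 count there, was higher by a ratio of about 2180 with a lower counting limit of 1180. The libraries of both groups were separated in CPM for these 5 markers. The osteoblast list had a median of 3.45 (fry adjusted p = 3.4e-06), with 17 of 19 tested genes called higher and 2 lower. For the neural crest list it was 1.51 (fry adjusted p = 2.2e-05), with 12 of 15 tested genes called higher and 2 lower. For the cell cycle list it was -2.15 (fry adjusted p = 1.85e-05), with 2 of 32 tested genes called higher and 29 lower.

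In hypoxic smooth muscle cultures the largest rises against hypoxic proliferating cells were those of Rn7sk (ENSMUSG00000065037), which encodes a nuclear RNA without a poly-A tail, 8.17 (SE 0.18, limma-voom adjusted p = 8.5e-15), and of Rps26-ps1 (ENSMUSG00000059775), a pseudogene whose counts are uncertain because of near-identical copies, 6.15 (SE 0.45, limma-voom adjusted p = 7.2e-05). Npr3 (ENSMUSG00000022206) fell by 5.30 (SE 0.19, limma-voom adjusted p = 3.13e-12) and Helz2 (ENSMUSG00000027580) fell by 5.07 (SE 0.48, limma-voom adjusted p = 1.94e-07). Acta2 was not called (-0.42, SE 0.20, limma-voom adjusted p = 0.0674), but passed the threshold without smooth muscle replicate 3 (-0.71) or proliferating replicate 3 (-0.55), with limma-voom adjusted p between 0.00774 and 0.312 over the 6 fits that each left out 1 library. Acta2 also passed it under scaling by library size alone (-1.71) and without a filter (-0.53). Tagln rose by 0.48 (SE 0.17, limma-voom adjusted p = 0.0205) under TMM scaling and fell by 0.79 under scaling by library size alone. The Tagln libraries overlapped, and the call was lost in 3 of 6 fits that each left out 1 library. Cnn1 and Myh11 did not pass the expression filter. The smooth muscle list had a median of 0.47 (fry adjusted p = 0.00156), which became -0.80 under scaling by library size alone, and of 14 genes tested, 8 higher and 4 lower over all genes, and as many adjusted over the list alone. The neural crest list had a median of -0.28 (fry adjusted p = 0.000784), and of 14 genes tested, 4 higher and 6 lower over all genes, and as many adjusted over the list alone, with Twist1 at 2.70 (SE 0.09, limma-voom adjusted p = 6.04e-13). Across the cell cycle list the median was -0.83 (fry adjusted p = 8.1e-06), and of 32 genes tested, 1 higher and 28 lower over all genes, and as many adjusted over the list alone.

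The effect of oxygen within each culture state was compared next. Between hypoxic and normoxic proliferating cells, 9370 of 14156 genes were called by limma-voom (4817 higher, 4553 lower), 2704 of them with a log2 fold change of at least 1 in size. Mgarp (ENSMUSG00000037161) rose by 8.16 (SE 0.37, limma-voom adjusted p = 1.69e-10) and Smtnl2 (ENSMUSG00000045667) by 7.31 (SE 0.31, limma-voom adjusted p = 7.9e-11). Lsm5 (ENSMUSG00000091625), whose counts are uncertain because of near-identical copies, fell by 3.76 (SE 1.25, limma-voom adjusted p = 0.0409), and its call was lost in 5 of 7 fits that each left out 1 library. Tnfrsf21 (ENSMUSG00000023915) fell by 3.45 (SE 0.33, limma-voom adjusted p = 3.81e-07). The hypoxia markers rose by 4.34 for Bnip3 (ENSMUSG00000078566), 2.85 for Slc2a1 (ENSMUSG00000028645), 2.26 for Vegfa (ENSMUSG00000023951) and 6.84 for Car9 (ENSMUSG00000028463), with all 3 hypoxic libraries above all 4 normoxic ones. The hypoxia response list had a median of 2.66 (fry adjusted p = 1.37e-08), and of 29 genes tested, 27 higher over all genes and 28 higher adjusted over the list alone. Across the neural crest list the median was 0.19 (fry adjusted p = 0.00242), and of 14 genes tested, 6 higher and 2 lower over all genes, and as many adjusted over the list alone. The cell cycle list had a median of -0.59 (fry adjusted p = 0.000152), and of 32 genes tested, 1 higher and 27 lower over all genes and 1 higher and 28 lower adjusted over the list alone, with Top2a (ENSMUSG00000020914) at -0.30 and Mki67 (ENSMUSG00000031004) not called (-0.03, limma-voom adjusted p = 0.774). Without normoxic replicate 4, Mki67 was at -0.14 (limma-voom adjusted p = 0.00609, in a range of 0.00609 to 0.933 over the 7 fits that each left out 1 library).

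In chondrocyte cultures, 3070 of 14205 genes differed between the oxygen levels (1485 higher and 1585 lower at 0.5% O2, limma-voom), 863 of them with a log2 fold change of at least 1 in size. The count was 1867 without hypoxic replicate 3, the lowest of the fits that each left out 1 library, and 4768 with sample quality weights. Sema4f (ENSMUSG00000000627) rose by 3.85 (SE 0.33, limma-voom adjusted p = 0.00014) and Gpr35 (ENSMUSG00000026271) by 3.45 (SE 0.18, limma-voom adjusted p = 8.17e-07). Chrdl1 (ENSMUSG00000031283) fell by 5.96 (SE 0.35, limma-voom adjusted p = 7.63e-06) and Rtl3 (ENSMUSG00000047686) fell by 5.62 (SE 1.06, limma-voom adjusted p = 0.0115), the latter with an adjusted p of 0.0554 without hypoxic replicate 1 and between 0.00046 and 0.0554 over the 7 such fits. Col2a1 fell by 3.43 (SE 0.66, limma-voom adjusted p = 0.0182), from 3490.4 ± 2312 CPM to 275 ± 91.8 CPM, and its call was lost without hypoxic replicate 1 (limma-voom adjusted p = 0.0725) or 2 (limma-voom adjusted p = 0.0623), with values between 0.00795 and 0.0725 over the 7 fits that each left out 1 library. Acan fell by 1.66 (SE 0.25, limma-voom adjusted p = 0.00465), from 1958 ± 522 CPM to 625 ± 146 CPM. Col11a1 (-0.25, limma-voom adjusted p = 0.116) and Sox9 (0.02, limma-voom adjusted p = 0.965) were not called. The hypoxia markers rose by 1.65 for Bnip3, 1.21 for Slc2a1, 1.11 for Vegfa and 2.04 for Car9, and the Slc2a1 call (limma-voom adjusted p = 0.0344) was lost in 5 of 7 fits that each left out 1 library. The chondrocyte list had a median of -2.67 (fry adjusted p = 0.036), and of 17 genes tested, 2 higher and 8 lower over all genes and 2 higher and 12 lower adjusted over the list alone. The hypoxia response list had a median of 1.24 (fry adjusted p = 0.000145), and of 29 genes tested, 24 higher over all genes and 27 higher and 1 lower adjusted over the list alone. Across the cell cycle list the median was -0.70 (fry adjusted p = 0.0292), and of 32 genes tested, 19 lower over all genes and 27 lower adjusted over the list alone. Top2a was not called (-0.58, limma-voom adjusted p = 0.0704) but was at -0.76 without normoxic replicate 4 (limma-voom adjusted p = 0.000111, in a range of 0.000111 to 0.209 over the 7 such fits). The calls of the chondrocyte and cell cycle lists were lost in 5 and 6 of the 7 fits that each left out 1 library.

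In osteoblast cultures, 7956 of 14533 genes differed between the oxygen levels (4045 higher and 3911 lower at 0.5% O2, limma-voom), 3307 of them with a log2 fold change of at least 1 in size. Mgarp rose by 7.0 (SE 0.35, limma-voom adjusted p = 7.57e-07) and Fosl1 by 6.77 (SE 0.45, limma-voom adjusted p = 3.93e-06). Egfl6 (ENSMUSG00000000402) fell by 9.08 (SE 1.17, limma-voom adjusted p = 0.000379) and Col23a1 (ENSMUSG00000063564) fell by 6.33 (SE 0.66, limma-voom adjusted p = 6.92e-05). Runx2 rose by 1.14 (SE 0.10, limma-voom adjusted p = 2.24e-05). Sp7 rose by 5.08 (SE 0.97, limma-voom adjusted p = 0.00292), from 12.3 ± 22.5 CPM to 97.4 ± 0.113 CPM, and Alpl by 4.19 (SE 0.83, limma-voom adjusted p = 0.00358), from 11.5 ± 19.4 CPM to 75.2 ± 8.09 CPM. Both normoxic SDs rest on replicate 4. Ibsp rose by 6.49 (SE 0.49, limma-voom adjusted p = 9.59e-06), from 1.15 ± 1.40 CPM to 70.1 ± 5.97 CPM. Col1a1 rose by 0.60 (SE 0.19, limma-voom adjusted p = 0.0243), with overlapping libraries, and its call was lost in 5 of 7 fits that each left out 1 library. The hypoxia markers rose by 4.31 for Bnip3, 3.16 for Slc2a1, 2.88 for Vegfa and 4.42 for Car9. The osteoblast list had a median of 1.14 (fry adjusted p = 0.00666), with 13 of 19 tested genes called higher and 4 lower. The hypoxia response list had a median of 3.07 (fry adjusted p = 9.35e-08), with 27 of 29 tested genes called higher. The cell cycle list had a median of 2.34 (fry adjusted p = 0.000418), and of 32 genes tested, 23 higher over all genes and 25 higher adjusted over the list alone, with Top2a at 2.22 and Mki67 at 3.15.

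In smooth muscle cultures, 11324 of 14914 genes differed between the oxygen levels (5248 higher and 6076 lower at 0.5% O2, limma-voom), 7483 of them with a log2 fold change of at least 1 in size. Scaled by library size alone, the median change was -1.54 and 15.6% instead of 46.3% of the called genes were higher. Krt19 (ENSMUSG00000020911) rose by 8.54 (SE 0.34, limma-voom adjusted p = 1.49e-14), and Pgk1-rs7 (ENSMUSG00000066632), whose counts are uncertain because of near-identical copies, by 8.18 (SE 0.85, limma-voom adjusted p = 4.33e-05). Igsf10 (ENSMUSG00000036334) fell by 8.65 (SE 0.58, limma-voom adjusted p = 7.72e-11) and Col11a1 fell by 8.01 (SE 0.26, limma-voom adjusted p = 8.74e-16). Acta2 fell by 7.28 (SE 0.17, limma-voom adjusted p = 2.83e-17), from 3338 ± 209 CPM to 20.3 ± 7.92 CPM, and Tagln fell by 4.41 (SE 0.15, limma-voom adjusted p = 1.19e-15), from 300.4 ± 15.1 CPM to 12.8 ± 1.57 CPM. Cnn1 fell by 5.48 (SE 0.93, limma-voom adjusted p = 2.83e-05). Myh11 fell by 2.08 (SE 0.90, limma-voom adjusted p = 0.0441), with overlapping libraries and a call that was lost in 5 of 7 fits that each left out 1 library. The hypoxia markers rose by 4.33 for Bnip3, 4.02 for Slc2a1, 3.15 for Vegfa and 6.96 for Car9. The smooth muscle list had a median of -3.26 (fry adjusted p = 4.5e-07), with 1 of 18 tested genes called higher and 15 lower. The hypoxia response list had a median of 3.43 (fry adjusted p = 2.08e-09), with 27 of 29 tested genes called higher and 1 lower. Across the cell cycle list the median was 0.61 (fry adjusted p = 0.000147), which became -0.76 under scaling by library size alone, and of 32 genes tested, 21 higher over all genes, and as many adjusted over the list alone. Top2a (0.57) and Mki67 (0.33) likewise changed direction under that scaling, to -0.80 and -1.05. The Mki67 call was also lost with all 8 groups in 1 fit, no filter, limma-trend and replicates 1 to 3 alone, and in 4 of 7 fits that each left out 1 library, with a change of 0.17 without hypoxic replicate 1.

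Whether the change from the proliferating state differed between the oxygen levels was tested with the interaction term, which is negative where the hypoxic change was the lower of both. In the chondrocyte lineage, 6666 of 15310 genes were called by limma-voom (3293 positive, 3373 negative), 2197 of them with a term of at least 1 in size. Notum (ENSMUSG00000042988) had a term of 3.92 (SE 0.46, limma-voom adjusted p = 6.49e-06) and H19 (ENSMUSG00000000031) of -8.31 (SE 0.29, limma-voom adjusted p = 4.04e-11). Among the markers, Acan had a term of -3.24 (SE 0.34, limma-voom adjusted p = 1.62e-05), Sox9 of -0.71 (SE 0.24, limma-voom adjusted p = 0.0329), and Col2a1 (-4.30, limma-voom adjusted p = 0.748) and Col11a1 (-0.41, limma-voom adjusted p = 0.523) were not called. The Sox9 call was lost in 9 of 14 fits that each left out 1 library. The chondrocyte list, at -2.69 (fry adjusted p = 0.06), was not called, and of 17 genes tested, 3 lower over all genes and 2 lower adjusted over the list alone. The neural crest list was at -0.20 (fry adjusted p = 0.00739), and of 15 genes tested, 2 higher and 6 lower over all genes and 4 higher and 6 lower adjusted over the list alone. In the osteoblast lineage, 8490 of 15486 genes were called (4539 positive, 3951 negative), 4222 of them with a term of at least 1 in size. Fosl1 had a term of 6.45 (SE 0.42, limma-voom adjusted p = 4.62e-09) and Tmem229b (ENSMUSG00000046157) of -4.96 (SE 1.39, limma-voom adjusted p = 0.0101). Runx2 had a term of 1.60 (SE 0.12, limma-voom adjusted p = 1.83e-08). The fitted term of Ibsp, 6.06, rests on 0 counts in both proliferating groups and is no bound. Sp7 (5.47, limma-voom adjusted p = 0.182) and Alpl (3.94, limma-voom adjusted p = 0.494) were not called. Without normoxic osteoblast replicate 4 their terms were 6.93 (limma-voom adjusted p = 8.97e-09) and 5.11 (limma-voom adjusted p = 0.00102), and over the 14 fits that each left out 1 library the adjusted p reached 0.298 and 0.632. Both terms were also called with limma-trend, sample quality weights and replicates 1 to 3 alone. The osteoblast list was at 0.19 (fry adjusted p = 0.0372), a call that was lost in 10 of 14 fits that each left out 1 library, and of 19 genes tested, 6 higher and 2 lower over all genes and 5 higher and 2 lower adjusted over the list alone. The neural crest list, at 0.25 (fry adjusted p = 0.186) or 0.10 with 1 gene at its bound, was not called, and of 16 genes tested, 3 higher and 2 lower over all genes, and as many adjusted over the list alone.

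In the smooth muscle lineage, 11205 of 15640 interaction terms were called by limma-voom (5462 positive, 5743 negative), 8095 of them with a term of at least 1 in size. Rn7sk had a term of 7.34 (SE 0.25, limma-voom adjusted p = 1.17e-17) and Igsf10 of -10.94 (SE 0.59, limma-voom adjusted p = 5.78e-14). The markers Acta2, Tagln, Cnn1 and Myh11 had terms of -6.78, -4.63, -6.83 and -3.34, and the call of Myh11 (limma-voom adjusted p = 0.0409) was lost in 5 of 14 fits that each left out 1 library. The smooth muscle list was at -3.99 (fry adjusted p = 4.04e-11), with 2 of 18 tested genes called higher and 15 lower. The neural crest list was at -1.21 (fry adjusted p = 0.00118), with 4 of 16 tested genes called higher and 10 lower. Of the 36 list tests, 33 were called by fry and 25 by camera, of which 24 were shared and 0 had the opposite direction.

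The share of the normoxic change retained under hypoxia was 0.819 in the chondrocyte lineage (4838 of 5117 selected genes, 93.0% with the same direction). It was 0.689 in the osteoblast lineage (6006 of 6425, 88.4%) and 0.174 in the smooth muscle lineage (5014 of 5804, 58.5%). The other selected genes, among them Cnn1 and Myh11, were not tested in the hypoxic comparison, and the shares do not cover them. Computed for each hypoxic library, the slopes were 0.779 ± 0.00910, 0.659 ± 0.0101 and 0.167 ± 0.0118 (SD, n = 3 each). The differences between the lineages were larger than the spread between libraries, and genes are not independent replicates, so no p is given. Selecting genes on the hypoxic comparison moved the shares most, to 0.885, 0.778 and 0.245, except in the smooth muscle lineage, where scaling by library size alone moved it further, to 0.0886. With genes selected on normoxic replicates 1 and 2 and measured on replicates 3 and 4, the shares were 0.836, 0.706 and 0.178.

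**Figure D5:**
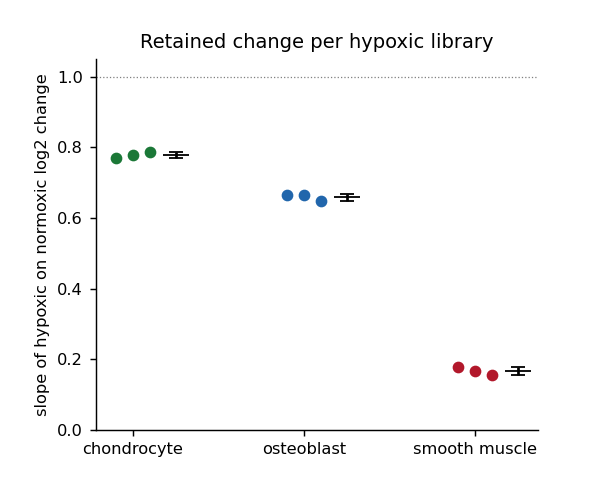
Slope of the hypoxic on the normoxic log2 change for each of the 3 hypoxic libraries per lineage (points), with mean and SD (bars) and a dotted line at 1. Slopes lie between 0.769 and 0.787 in the chondrocyte, 0.648 and 0.666 in the osteoblast and 0.155 and 0.179 in the smooth muscle lineage.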

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

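In this part, the tests of abundant genes in the interactions, of the osteoblast library as one of another group, as a mixture and as part of a common shift, the test of the replicates numbered 4, and the fits with replicates 1 to 3 alone were chosen only after the results were seen.

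Single libraries lay far from the rest of their group more often than chance gives. For each of the normoxic groups of 4 libraries, the gap between the highest or lowest library and its neighbour was divided by the range of the group and set against Dixon's limit for 4 values, which chance passes in about 5% of groups. Over the named genes and the share of mitochondrial ribosomal RNA, 42 of 200 sets of 4 libraries (21.0%) passed, 26 of them in normoxic osteoblast cultures. The library was replicate 4 in 41 of the 42 sets and in all 26 of the osteoblast sets, and the exception was Slc7a11 in normoxic smooth muscle cultures, with replicate 2 (0.873). In normoxic osteoblast cultures the ratios were Col11a1 0.890, Kctd12 0.911, Crabp1 0.882, Col2a1 0.989, Acan 0.969, Top2a 0.991, Sox9 0.974, Aspn 0.899, Col1a1 0.994, Ibsp 0.968, Sp7 0.985, Alpl 0.971, Apod 0.946, Acta2 0.898, Tagln 0.936, Cnn1 0.941, Tnn 0.926, Lsm5 0.854, Tnfrsf21 0.852, Egfl6 0.910, Col23a1 0.871, Krt19 0.999, Igsf10 0.863, Notum 0.968, H19 0.993 and Tmem229b 0.958. In normoxic proliferating cultures they were Col11a1 0.893, Dkk2 0.906, Tfap2a 0.925, Il1rl1 0.835, Areg 0.967, Slc7a11 0.919 and Tmem229b 0.842. In normoxic chondrocyte cultures they were Aspn 0.837 and Helz2 0.847. In normoxic smooth muscle cultures they were Kctd12 0.836, Twist1 0.851, Alpl 0.910, Rtl3 0.914 and Col23a1 0.848 for genes and 0.927 for the share of mitochondrial ribosomal RNA. Genes that change together are not independent sets, so the 42 sets are fewer independent observations than their number. Groups of 3 libraries were not tested in this way.

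The largest shifts were in normoxic osteoblast replicate 4. Against replicates 1 to 3, it had 786 CPM of Col2a1 (36.0 to 44.1 in the others), 375 CPM of Acan (90.7 to 99.5), 71.7 CPM of Krt19 (1.23 to 1.28), 319 CPM of H19 (27.4 to 29.5) and 22.8 CPM of Notum (1.41 to 2.09). A library of another group under this label is argued against, because 0 group means lay nearer to it than that of replicates 1 to 3, with a root mean square log2 distance of 0.776 to its own group and at least 1.23 to the others. RNA of normoxic chondrocyte cultures mixed in would have raised all abundant transcripts of those cultures. The median share implied by 47 marker genes was 12.8%, and 14 of the 47 genes lay below the level that even a share of that size divided by 2 would give, which argues against this mixture as the whole cause. For RNA of hypoxic osteoblast cultures the median share was 5.19% and 18 of 44 genes lay below the level needed, which argues against it likewise. A shift in one direction common to all normoxic replicates numbered 4 is argued against, since the deviations of replicate 4 correlated across 9165 genes at r of -0.313 with chondrocyte, -0.114 with proliferating and 0.230 with smooth muscle cultures, where genes are not independent replicates. A difference in the course of this culture stays open as untested, and the labels give no feature of replicate 4 with which a biological explanation could be tested.

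Replicate 4 was the library farthest from its group mean in 4 of 4 normoxic groups, by the median absolute log2 deviation over genes. The values were 0.233 against at most 0.102 for the others in osteoblast, 0.133 against 0.0698 in proliferating, 0.118 against 0.0810 in smooth muscle and 0.125 against 0.117 in chondrocyte cultures. For any one replicate number, chance gives this in 1.56% of cases. A candidate explanation is that the normoxic replicates numbered 4 were handled apart from replicates 1 to 3, for which the 4 of 4 groups speak, although the pattern was noticed and tested on the same data. The hypoxic groups have no replicate 4, and the labels give no dates or batches. With replicates 1 to 3 alone, 9435 genes were called between the oxygen levels in osteoblast cultures, among them 7838 of the 7956 called with replicate 4, and the genes called both ways were 9289 of 9370 in proliferating, 2800 of 3070 in chondrocyte and 10976 of 11324 in smooth muscle cultures.

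The change from the proliferating state differed between the oxygen levels in all 3 lineages, by the interaction term of limma-voom. In the chondrocyte lineage 6666 genes were called. Of the 50 splits drawn among the 14 libraries, 1 gave as many, the real one, with 3230 genes in the next. The other splits also break up the effect of oxygen itself, so in no lineage can they tell an interaction from chance. The median term of the neural crest list was -0.20 (fry adjusted p = 0.00739), and it lay between -0.51 and 0.07 over the 14 fits that each left out 1 library. Named genes with called terms were Notum at 3.92, H19 at -8.31, Acan at -3.24, Sox9 at -0.71, Twist1 at 0.51 and Tfap2a at 0.50. The call of Twist1 was lost without hypoxic proliferating replicate 3 (0.46) and that of Sox9 in 9 of 14 fits that each left out 1 library. Removing trends with GC content and transcript length left 94.3% of the called genes, and thinning every library to the smallest total left 94.3%. A few abundant genes would move the share of all other genes in 1 direction, whereas under scaling by library size alone 47.6% of the called terms went in the rarer direction. These values argue against GC content or length, depth, and a few abundant genes as the whole cause.

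In the osteoblast lineage 8490 genes were called, and 1 of the 50 splits gave as many, with 3262 genes in the next. The osteoblast list had a median term of 0.19 (fry adjusted p = 0.0372), with 10 of 14 fits that each left out 1 library no longer past the threshold and a median of 1.56 without normoxic osteoblast replicate 4. Called terms were 6.45 for Fosl1, -4.96 for Tmem229b, 0.87 for Twist1 and 1.60 for Runx2. The fitted term of Ibsp, 6.06, depends on the prior count, because Ibsp had 0 counts in both proliferating groups. The share of called genes that stayed called was 95.4% after removal of GC and length trends and 95.5% after thinning. Under scaling by library size alone 45.4% of the called terms went in the rarer direction. These values argue against GC content or length, depth, and a few abundant genes as the whole cause.

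In the smooth muscle lineage 11205 genes were called, and 1 of the 50 splits gave as many, with 8075 genes in the next. The smooth muscle list had a median term of -3.99 (fry adjusted p = 4.04e-11) and the neural crest list of -1.21 (fry adjusted p = 0.00118). Called terms were 7.34 for Rn7sk, -10.94 for Igsf10, -6.78 for Acta2, -4.63 for Tagln, 2.71 for Twist1, -0.42 for Tfap2a, -6.83 for Cnn1 and -3.34 for Myh11, whose call was lost in 5 of 14 fits that each left out 1 library, with -1.99 without hypoxic smooth muscle replicate 3. The share of called genes that stayed called was 83.8% after removal of GC and length trends, with a median shift of 0.55 in the terms, and 96.3% after thinning. Under scaling by library size alone 16.6% of the called terms went in the rarer direction. These values argue against GC content or length, depth, and a few abundant genes as the whole cause, although abundant genes stay open for part of the shift of -1.42 in the median term under that scaling.

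An effect of oxygen on differentiation, which the design names, stays open in all 3 lineages as an untested explanation. A response to oxygen that differs between culture states would give the same term and was not told apart from it. In the chondrocyte lineage the hypoxia response list had a median term of -1.48, with 25 of 29 genes called lower and 0 higher. In the osteoblast and smooth muscle lineages the median was 0.0056 and 0.25. For the cell cycle list the median was 0.016, 2.72 (32 of 32 genes higher) and 1.42 in the chondrocyte, osteoblast and smooth muscle lineages. In the smooth muscle lineage the different RNA composition of the 3 hypoxic libraries stays open beside both for part of the calls. It is consistent with the median change of 4.69 in histone genes whose transcripts lack a poly-A tail, a result described among the other observations. All 3 libraries of that group share this composition, so preparation and oxygen were not separated by the tests run.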

How the results depend on the processing

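In this part, the tests with limma-trend, with sample quality weights, with the p-values of the authors' tables and with replicates 1 to 3 alone were chosen only after the data had been seen.

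Of 13 counts of called genes, each stayed within 1.5 times its value under median-of-ratios scaling, library size alone, no filter, at least 10 counts in every library, a fit to all 8 groups, replicate number as a block and limma-trend. Between the oxygen levels in chondrocyte cultures, the count of 3070 rose to 4768 with sample quality weights and lay between 1867 and 3297 over the 7 fits that each left out 1 library, with 1867 without hypoxic replicate 3. Counts with a log2 fold change of at least 1 in size stayed within 1.5 times except for hypoxic smooth muscle against proliferating cultures, where 5998 rose to 9617 with library size alone and to 9158 without a filter. The former follows from the shift of the median log2 fold change to -1.38. In the authors' 10 tables, p-values under 0.05 numbered between 3547 and 12607, all 10 within 1.5 times the counts here, and 100% of the genes called here had the same sign there. The DESeq2 Wald test was not run, as stated among the methods.

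With TMM scaling the median log2 fold change of all genes lay between -0.17 and 0.06. Under library size alone it became -1.38 and -1.54 for hypoxic smooth muscle against proliferating and normoxic smooth muscle cultures, and -1.42 in the interaction. It became -0.36 for chondrocyte against proliferating cultures at both oxygen levels, -0.24 for hypoxic osteoblast against proliferating, -0.18 for hypoxic against normoxic osteoblast cultures, and -0.12 in the osteoblast interaction. For normoxic osteoblast and smooth muscle against proliferating cultures it became -0.09 and 0.11. Fold changes are offset by this shift.

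Of 150 results for named genes, 131 were called, and 115 kept their direction and their side of the threshold under every alternative that was run for them. Changes of direction occurred under library size alone for Tagln (-0.79) in hypoxic smooth muscle against proliferating cultures and for Top2a (-0.80) and Mki67 (-1.05) between the oxygen levels in smooth muscle cultures, the 3 called results that reversed. Results that were not called and reversed under this scaling were Tfap2a (-0.17) in normoxic chondrocyte, Twist1 (-0.0317) and Runx2 (-0.11) in normoxic osteoblast, Twist1 (0.0571) in normoxic smooth muscle and Sox9 (-0.25) in hypoxic chondrocyte against proliferating cultures, and Sox9 (-0.0598) between the oxygen levels in chondrocyte cultures. The latter also reversed with the block (-0.11), quality weights (-0.17) and replicates 1 to 3 (-0.12). Further reversals of results that were not called were Runx2 in normoxic osteoblast cultures with all 8 groups (-0.0170), Twist1 in normoxic smooth muscle cultures with at least 10 counts (0.0300), Tfap2a between the oxygen levels in proliferating cells with quality weights (0.0073), and the osteoblast interaction of Col1a1 with quality weights (0.0526) and replicates 1 to 3 (0.0387). Over the fits that each left out 1 library, uncalled genes that changed sign ranged from -0.0193 to 0.0532 for Runx2 in normoxic osteoblast, -0.12 to 0.0166 for Twist1 in normoxic smooth muscle, -0.0466 to 0.20 for Sox9 in hypoxic chondrocyte against proliferating cultures, -0.14 to 0.0158 for Mki67 in proliferating cells and -0.12 to 0.14 for Sox9 in chondrocyte cultures between the oxygen levels, and in the osteoblast interaction from -0.23 to 0.0170 for Col1a1 and -0.14 to 0.0314 for Tfap2a. Over all alternatives, 72 fits of named genes were weaker, 47 were stronger and 32 reversed. Apart from the reversals under library size alone, which follow from the shift of the median, the cause was not tested.

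Some calls of named genes changed without a change of direction. Those under library size alone follow from the shift of the median, and the cause of the others was not tested. Against proliferating cells, calls were lost for Col2a1 (all 8 groups) in hypoxic chondrocyte cultures, Col2a1 (no filter and replicates 1 to 3) in normoxic chondrocyte cultures and Tagln (no filter and all 8 groups) in hypoxic smooth muscle cultures, and gained for Acta2 (library size alone and no filter) in hypoxic smooth muscle cultures, Sp7 (all 8 groups, the block, limma-trend, quality weights and replicates 1 to 3) in normoxic osteoblast cultures, Tfap2a (at least 10 counts, quality weights and replicates 1 to 3) in normoxic chondrocyte cultures, Twist1 (library size alone, at least 10 counts, the block and quality weights) in hypoxic chondrocyte cultures and Twist1 (quality weights and replicates 1 to 3) in normoxic smooth muscle cultures. Between the oxygen levels, calls were lost for Col1a1 (library size alone) in osteoblast cultures, Col2a1 (no filter) and Slc2a1 (no filter) in chondrocyte cultures, Lsm5 (the block and replicates 1 to 3) in proliferating cells and Mki67 (no filter, all 8 groups, limma-trend and replicates 1 to 3) and Myh11 (the block, limma-trend and replicates 1 to 3) in smooth muscle cultures, and gained for Col11a1 (library size alone and quality weights) and Top2a (library size alone, all 8 groups, the block, quality weights and replicates 1 to 3) in chondrocyte cultures and Mki67 (the block and replicates 1 to 3) in proliferating cells. In the interactions, calls were lost for Ibsp (all 8 groups) in the osteoblast lineage and Sox9 (all 8 groups and the block) in the chondrocyte lineage, and gained for Alpl (the block, limma-trend, quality weights and replicates 1 to 3), Sp7 (the block, limma-trend, quality weights and replicates 1 to 3) and Tfap2a (quality weights) in the osteoblast lineage and Col11a1 (quality weights) and Col2a1 (limma-trend) in the chondrocyte lineage. With 1 library left out, calls changed in the fits given against proliferating cells for Acta2 in hypoxic smooth muscle cultures (2 of 6), Alpl in normoxic osteoblast cultures (3 of 8), Col2a1 in hypoxic chondrocyte cultures (2 of 6), Col2a1 in normoxic chondrocyte cultures (2 of 8), Sp7 in normoxic osteoblast cultures (2.75 without normoxic osteoblast replicate 4), Tagln in hypoxic smooth muscle cultures (3 of 6), Tfap2a in normoxic chondrocyte cultures (0.24 without normoxic proliferating replicate 4) and Twist1 in hypoxic chondrocyte cultures (2 of 6). Between the oxygen levels they changed for Col11a1 in chondrocyte cultures (-0.35 without normoxic chondrocyte replicate 1), Col1a1 in osteoblast cultures (5 of 7), Col2a1 in chondrocyte cultures (2 of 7), Lsm5 in proliferating cells (5 of 7), Mki67 in proliferating cells (-0.14 without normoxic proliferating replicate 4), Mki67 in smooth muscle cultures (4 of 7), Myh11 in smooth muscle cultures (5 of 7), Rtl3 in chondrocyte cultures (-6.48 without hypoxic chondrocyte replicate 1), Slc2a1 in chondrocyte cultures (5 of 7) and Top2a in chondrocyte cultures (-0.76 without normoxic chondrocyte replicate 4). In the interactions they changed for Alpl in the osteoblast lineage (5.11 without normoxic osteoblast replicate 4), Myh11 in the smooth muscle lineage (5 of 14), Sox9 in the chondrocyte lineage (9 of 14), Sp7 in the osteoblast lineage (6.93 without normoxic osteoblast replicate 4) and Twist1 in the chondrocyte lineage (0.46 without hypoxic proliferating replicate 3).

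Of the 36 list results, 20 kept their direction and their side of the threshold throughout. Under camera, 9 calls were lost. These were the neural crest list in normoxic chondrocyte (0.43), normoxic smooth muscle (1.26) and hypoxic smooth muscle cultures (-0.28), in proliferating cells between the oxygen levels (0.19) and in the chondrocyte (-0.20) and smooth muscle interactions (-1.21), the osteoblast list in normoxic osteoblast cultures (2.55) and the osteoblast interaction (0.19), and the smooth muscle list in hypoxic smooth muscle cultures (0.47). The chondrocyte list in its interaction (-2.69) was called by camera and not by fry. Library size alone reversed the smooth muscle list in hypoxic smooth muscle cultures (-0.80) and the cell cycle list between the oxygen levels in smooth muscle cultures (-0.76). It also took the neural crest list in hypoxic chondrocyte cultures (0.32) and the osteoblast interaction (0.0683) below the threshold and the chondrocyte interaction (-2.71) above it. In normoxic osteoblast cultures the neural crest list passed the threshold with median-of-ratios scaling (1.58), the block (1.60) and replicates 1 to 3 (1.66), and in the osteoblast interaction with replicates 1 to 3 (0.49). With the block, the chondrocyte interaction passed (-3.11) and the neural crest list in hypoxic smooth muscle cultures did not (-0.28).

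Leaving out 1 library at a time gave list medians between 1.53 and 1.75 for the neural crest list in normoxic osteoblast cultures (called in 3 fits, at 1.71 without proliferating replicate 1, 1.67 without osteoblast replicate 1 and 1.68 without osteoblast replicate 4) and between -0.33 and -0.26 in hypoxic smooth muscle cultures (call lost at -0.26 without smooth muscle replicate 1 and -0.28 without replicate 2). Between the oxygen levels in chondrocyte cultures they lay between -0.83 and -0.64 for the cell cycle list (call lost in 6 of 7 fits, kept without normoxic replicate 4) and between -3.11 and -2.19 for the chondrocyte list (lost in 5 of 7, kept without normoxic replicate 1 or 4). In the interactions they lay between -3.06 and -2.38 for the chondrocyte list (called at -2.998 without normoxic chondrocyte replicate 1), 0.12 and 0.45 for the neural crest list of the osteoblast lineage (called at 0.45 without normoxic osteoblast replicate 4) and 0.0553 and 1.56 for the osteoblast list (call lost in 10 of 14). These fits hold fewer libraries by construction, and any further cause was not tested.

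The retained share of the chondrocyte lineage, 0.819, became 0.836 with split replicates, 0.885 with selection on the hypoxic comparison, 0.831 with library size alone and 0.807 with replicates 1 to 3, and lay between 0.805 and 0.8288 over the fits that each left out 1 library. That of the osteoblast lineage, 0.689, became 0.711 at a log2 fold change of at least 2, 0.706 with split replicates, 0.778 with selection on the hypoxic comparison and 0.663 with replicates 1 to 3, and lay between 0.675 and 0.696. That of the smooth muscle lineage, 0.174, became 0.205 at a log2 fold change of at least 2, 0.245 with selection on the hypoxic comparison and 0.0886 with library size alone, and lay between 0.164 and 0.190. The order of the 3 lineages was the same under every alternative. Selection on 1 of the comparisons favours a low slope of the other on it, and other causes were not tested.

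Depth limited statements on Sox10, at or under 3 counts in every group, and on folds of Col2a1, Alpl and Ibsp against proliferating cells, which had between 0 and 4 counts per group. Cnn1 and Myh11 had at most 22 counts over the 3 hypoxic smooth muscle libraries.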

Other observations

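In this part, the tests of mitochondrial RNA as a whole, of near-identical gene copies, of Gapdh copies, of genomic DNA and of the oxygen labels were chosen only after the results were seen.

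The libraries of each pairwise comparison were regrouped in all ways that keep the group sizes, and the genes called by limma-voom were counted again. At 21% O2, 1 of the 35 splits gave as many called genes as the real one in each comparison with proliferating cells, with 10858 genes in chondrocyte, 11432 in osteoblast and 11759 in smooth muscle cultures and 0 in the next (at most 1467, 1837 and 1221 genes at an unadjusted p under 0.05). Between the oxygen levels, 1 of the 35 splits gave as many in proliferating (9370 genes, 4763 in the next), chondrocyte (3070 genes, 462 in the next), osteoblast (7956 genes, 2329 in the next) and smooth muscle cultures (11324 genes, 0 in the next and at most 4985 at an unadjusted p under 0.05). At 0.5% O2, 1 of the 10 splits gave as many in chondrocyte (10032 genes), osteoblast (10305 genes) and smooth muscle cultures (10141 genes), and the next gave 0 (at most 51, 46 and 26 genes at an unadjusted p under 0.05). With 3 against 3 libraries the share of splits is never under 10%, so by this share alone the groups and a split by chance cannot be told apart in these 3 comparisons, although none of the other 9 splits came near the real counts.

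Hypoxic smooth muscle libraries held 179-fold more mitochondrial ribosomal RNA, as a share of counts, than normoxic ones. More mitochondrial RNA as a whole is argued against, because the share of the 13 mitochondrial messenger RNAs was higher by only 1.59-fold. More RNA without a poly-A tail in these libraries is a candidate explanation. The replication-dependent histone genes, whose transcripts lack the tail, had a median log2 fold change of 4.69 between hypoxic and normoxic smooth muscle cultures over 41 genes (35 called higher, 3 called lower), while the cell cycle list had 0.61. Rn7sk, also without the tail, was at 1358 ± 170 CPM against 6.08 ± 0.0530 CPM. Whether the cells held more of this RNA or the libraries captured more of it was not tested.

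Processed pseudogenes were also higher in the hypoxic smooth muscle libraries, where they took 2.84% ± 0.101 (SD, n = 3) of the counts, against 0.837% ± 0.0377 (SD, n = 4) in normoxic ones. Of 794 tested, 522 were called higher and 50 lower, with a median log2 fold change of 2.09, while the medians in the other 3 oxygen comparisons lay between -0.05 and 0.28. More reads placed on near-identical gene copies would have raised most the pseudogenes that resemble coding transcripts. The 397 that shared more than the median of 72.3% of their 31-base words with coding transcripts had a median change of 1.86, and the other 397 had 2.27. The difference of -0.41 is opposite to that need, but its bootstrap interval of -0.99 to 0.29 includes 0 and genes are not independent replicates, so this explanation stays open. Genomic DNA would have put reads on silent coding genes at the density it gives on pseudogenes. The density on the 6824 coding genes without counts in normoxic smooth muscle cultures would give at most 0.625% of the excess pseudogene counts of any hypoxic smooth muscle library, which argues against genomic DNA as the whole cause. A biological rise in pseudogene transcription stays open as untested.

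Counts of Gapdh were uneven between replicates. The coefficient of variation within groups had a median of 67.7% for Gapdh alone and of 28.1% for the sum of Gapdh and its 163 near-identical copies in the table, 122 of which had counts. The sum has a higher mean, which lowers this measure by itself. Reads divided unevenly between Gapdh and these copies would have come back together in the sum and lowered the SD. The SD of the sum was 97.2% of the SD of Gapdh alone in the median over groups, and at least 90% in 6 of the 8 groups, which argues against such a division as the whole cause. In normoxic chondrocyte and hypoxic osteoblast cultures it was 65.6% and 64.8%, so a division of reads stays open there for part of the unevenness. No biological explanation was tested. Other genes with such copies were not tested.

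The oxygen labels were checked with the mean level of the hypoxia response list. In 12 of 12 hypoxic libraries it was above that of all normoxic libraries of the same culture state, which argues against a sample mislabelled for oxygen. In normoxic chondrocyte cultures the mean log2 CPM of the list, between 6.14 and 6.73, was higher than in the other normoxic groups, which lay between 4.51 and 5.26. Their lowest hypoxic counterpart was at 7.71.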
